A study of Homo sapiens with 16 samples. Its data were reported in "CRISPR-SKIP: programmable gene splicing with single base editors" (2018).

How the data were processed

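Exon skipping was measured in 16 samples of HEK-293T cells, a human embryonic kidney line that is transfected efficiently. The splice acceptors of 4 exons were targeted, and each target had 2 control samples, which received a GFP plasmid, and 2 edited samples, which received a plasmid for a cytidine base editor of the BE3 family together with a single guide RNA (sgRNA). Cells were cultured for 6 days after transfection. Total RNA was reverse transcribed, the region spanning the targeted exon and its neighbours was amplified by PCR, the products were gel purified, and libraries were made from them without shearing and sequenced as paired ends on an Illumina MiSeq. The samples were assigned to 8 groups, 4 targets by 2 treatments, from their titles, and each row of the deposited table was matched to its sample by the sample name that the description gives.

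The values came from 1 table of the whole series with a row per sample. The authors mapped the read pairs to GRCh38 with TopHat2, treated the 2 mates of a pair as 1 unit, and deposited raw counts of the units that showed each splice junction. The 4 deposited count columns give reads with the canonical junction at the 5′ end of the targeted exon, reads with the canonical junction at its 3′ end, reads with both, and reads with the junction that joins the neighbouring exons and leaves the targeted exon out. The table also holds 3 percent columns, in which the authors divided the skipped reads by the sum of skipped and canonical reads under each of the 3 definitions of a canonical read. All 48 deposited percentages equalled the ratio of the deposited counts after rounding to 2 decimals. All 7 columns of per-sample values were used, and 0 were left out. The authors' own quantification kept the 5′ junction as the canonical class and discarded reads with neither that junction nor the skipped one. The version of TopHat2 and the annotation given to it are not stated.

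The main quantification followed the authors' definition. Classified reads were the sum of reads with the skipped junction and reads with the canonical 5′ junction, and the skipping rate was the skipped share of them in percent. Each sample's rate has an exact Clopper-Pearson 95% confidence interval. The libraries carry no molecular identifiers, PCR copies are not independent molecules and PCR can favour the shorter, exon-skipped product, so intervals and detection floors cover counting error alone. The floor was set at 3 reads of the classified total. The rates of duplicates were combined by fixed-effect inverse variance on the logit scale, after 0.5 reads had been added to both isoforms of a sample in which either was 0, and the arithmetic mean and SD of duplicates are given beside the combined rate. Edited and control samples of each target were compared by a two-sided Wald test for equal binomial proportions on reads summed over duplicates, with unpooled variance and Benjamini-Hochberg adjustment over the 4 targets, after the kind of test the study describes. The study does not name its variance, but its published p-values for *PIK3CA* exon 5 and *BRCA2* exon 26 are those of pooled variance, which is therefore given as an alternative. That test takes reads as independent units. An exact two-sided permutation test that takes samples as units was therefore added. For 2 samples against 2, this exact test cannot go below p = 0.333. Treatment labels were also permuted within every target at once, which gives 1296 splits of the 16 samples. Targets were compared by an exact permutation test that dealt the 8 edited samples, each less the mean control rate of its target, into 4 pairs in all 105 ways, and the 8 control samples were compared likewise. Duplicates were compared by Fisher's exact test with Benjamini-Hochberg adjustment over the 8 groups.

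The replicate number in the titles was used for a paired analysis, as strata of a Cochran-Mantel-Haenszel test and as paired differences. Nothing beyond the shared numbers says that same-numbered cultures were handled together. These tests, all 4 targets as the items to be reported, and the alternatives for combining duplicates, for the test, for the pairing and for leaving samples or targets out were fixed before the data were examined. The alternatives on which junction counts as canonical, the crossed pairing and the pooled variance were chosen after seeing the table. The estimator and the test were checked on 1000 simulated data sets for each of the 4 targets, drawn with the real read totals. Reads were drawn binomially from a rate shared by both duplicates, so the simulation held no further variation between duplicates. Data sets without a difference had the BE3 rate in both arms. The 95% interval of the combined BE3 rate covered the simulated rate in 94.1% to 96.0% of data sets. The Wald test called between 4.5% and 6.5% of data sets without a difference. These figures check the calculation under counting error alone, not under the real spread of duplicates or at the background rates of controls. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. Exon positions and sequences were taken from GENCODE release 44 on GRCh38, the build the authors mapped to, in the MANE Select transcript of each gene. Editing of genomic DNA and the other targets of the study were not analysed here.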

Results

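Exon skipping was quantified by deep sequencing of RT-PCR amplicons from HEK-293T cells in which the splice acceptor of 1 of 4 exons had been targeted with a C>T base editor. Nearly every intron ends in the dinucleotide AG, and the final G is needed for the exon that follows to be recognised. A cytidine base editor, which joins a cytidine deaminase and a uracil glycosylase inhibitor to a nickase form of Cas9, can convert the C opposite that G to T and so replace the G of the acceptor with A. SpCas9-BE3, the editor built on the Cas9 of *Streptococcus pyogenes*, was used for *RELA* exon 7 and *PIK3CA* exon 5. SpCas9-VQR-BE3, which recognises another protospacer adjacent motif, was used for *BRCA2* exon 26, and SaCas9-KKH-BE3, built on the *Staphylococcus aureus* enzyme, for *RELA* exon 10. All edited samples are called BE3 samples here. Each target had 2 control and 2 BE3 samples, 16 in all, and the question was whether the mature transcripts of edited cells lacked the targeted exon more often than those of cells that received GFP alone.

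The depth differed widely between targets. In total, 203025 reads were classified, of which 15960 showed a skipped junction. The 12 samples of *RELA* exon 7, *BRCA2* exon 26 and *RELA* exon 10 held between 12043 and 21227 classified reads each. The 4 samples of *PIK3CA* exon 5 held between 129 and 237, so the deepest of them was 50.8-fold shallower than the shallowest sample of the other targets. The detection floor of 3 reads lay between 1.27% and 2.33% in the samples of *PIK3CA* exon 5, and between 0.0141% and 0.0249% in every other sample.

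The targeted exons are all coding exons whose length is a multiple of 3. *RELA* exon 7 occupies positions 65658718 to 65658822 of chromosome 11 on the minus strand (GRCh38) and is 105 bp long, or 35 codons. The last intronic base before it, the G to be edited, is at position 65658823, and the acceptor reads ACTGCCTCAGGTGCC in transcript direction, with 10 intronic bases followed by 5 exonic bases. *PIK3CA* exon 5 spans 179203544 to 179203789 of chromosome 3 on the plus strand, 246 bp or 82 codons, with its target G at 179203543 in the sequence TCTCTTACAGTATAT. *BRCA2* exon 26 spans 32396898 to 32397044 of chromosome 13 on the plus strand, 147 bp or 49 codons, with its target G at 32396897 in the sequence ATTTTCTTAGAATAT. *RELA* exon 10 spans 65655688 to 65655762 of chromosome 11 on the minus strand, 75 bp or 25 codons, with its target G at 65655763 in the sequence TGCCCTACAGGACCC. The intron upstream of *RELA* exon 10 measures only 92 bp, against 1964 bp for *BRCA2* exon 26, 2003 bp for *PIK3CA* exon 5 and 843 bp for *RELA* exon 7. No transcript in the annotation joins the neighbours of any of the 4 exons directly.

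**Figure D1:**
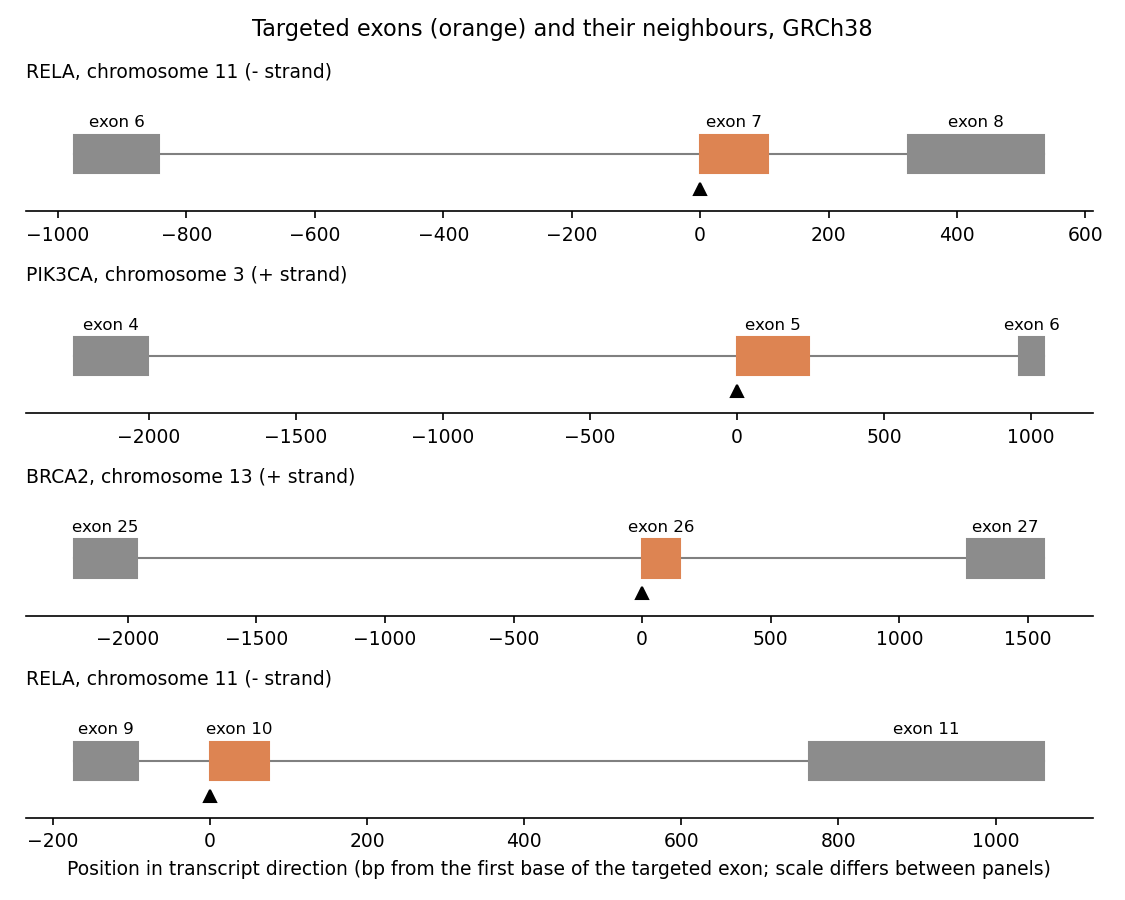
Maps of the 4 targeted exons (orange) with their neighbouring exons (grey) and introns (lines), drawn in transcript direction with a scale of its own in each panel; the horizontal axis is the position in bp from the first base of the targeted exon, the triangle marks the splice acceptor, and at most 300 bp of the downstream exon are drawn. The targeted exons measure 105, 246, 147 and 75 bp from top to bottom, and the intron before *RELA* exon 10 is the shortest at 92 bp.

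At *RELA* exon 7, control cells showed a skipping rate of 0.876% (95% confidence interval 0.755% to 1.01%, 21227 classified reads) in replicate 1 and 1.05% (0.905% to 1.22%, 17101 reads) in replicate 2. Their mean was 0.964% ± 0.125 (SD, n = 2). In BE3 samples the rate was 16.7% (16.1% to 17.2%, 18759 reads) and 14.2% (13.8% to 14.7%, 19904 reads), with a mean of 15.5% ± 1.72 (SD, n = 2). The combined rates were 0.959% in controls and 15.46% in BE3 samples, a difference of 14.5 percentage points. The Wald test of binomial proportions on summed reads gave z = 76.0, with a p-value too small to be represented as a number. The lower BE3 sample exceeded the higher control by 13.2 points. The difference between means was 8.41 times the single-sample SD, the square root of the sum of the variances of BE3 and control duplicates. This is the SD for a single BE3 sample less a single control, not for a difference between means. With samples as units the exact permutation test gave p = 0.333, the smallest value possible for 2 samples against 2. Among the choices that keep the 5′ junction as the canonical class, leaving out 1 BE3 replicate moved the difference most, to between 13.3 and 15.7 points.

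At *PIK3CA* exon 5, no skipped read was found among 141 classified reads of control replicate 1, where the upper 95% bound was 2.58%, and 2 of 237 reads were skipped in replicate 2, a rate of 0.844% (0.102% to 3.01%). The mean of controls was 0.422% ± 0.597 (SD, n = 2). BE3 samples showed 41.9% (33.2% to 50.9%, 129 reads) and 33.6% (26.0% to 41.8%, 146 reads), with a mean of 37.7% ± 5.87 (SD, n = 2). The combined rates were 0.708% and 37.54%, which differ by 36.8 points, and the Wald test of binomial proportions gave z = 12.5 and an adjusted p of 4.01e-36. The BE3 and control samples were separated by 32.7 points, and the difference between means was 6.32 times the single-sample SD. The exact permutation test again gave its minimum of 0.333. The BE3 intervals overlap, and a difference between the BE3 duplicates was not detectable at this depth (Fisher's exact test, adjusted p = 0.273).

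At *BRCA2* exon 26, 6 of 17312 control reads were skipped in replicate 1, or 0.0347% (0.0127% to 0.0754%), and 15 of 16321 in replicate 2, or 0.0919% (0.0514% to 0.152%). The mean of controls was 0.0633% ± 0.0405 (SD, n = 2). The BE3 samples showed 2.57% (2.33% to 2.82%, 16909 reads) and 2.40% (2.18% to 2.64%, 17828 reads), with a mean of 2.48% ± 0.117 (SD, n = 2). The combined rates of 0.0696% and 2.48% differ by 2.41 points, with z = 28.6 and an adjusted p of 7.86e-180 in the Wald test of binomial proportions. The difference is the smallest of the 4 targets in size and was the largest relative to the spread of duplicates, at 19.5 times the single-sample SD. The lower BE3 sample lay 2.31 points above the higher control (exact permutation p = 0.333).

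At *RELA* exon 10, no skipped read was found in either control, among 14776 and 15564 classified reads. Over both controls the upper 95% bound was 0.0122% and the floor 0.00989%. The BE3 samples showed 29.8% (29.0% to 30.6%, 12043 reads) and 34.6% (33.8% to 35.4%, 14628 reads), with a mean of 32.2% ± 3.40 (SD, n = 2) and a combined rate of 32.46%. The Wald test of binomial proportions gave z = 113.1 for a difference of 32.5 points, with a p-value too small to be represented. The lower BE3 sample lay 29.8 points above both controls, the difference between means was 9.47 times the single-sample SD, and the exact permutation test gave 0.333.

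**Figure D2:**
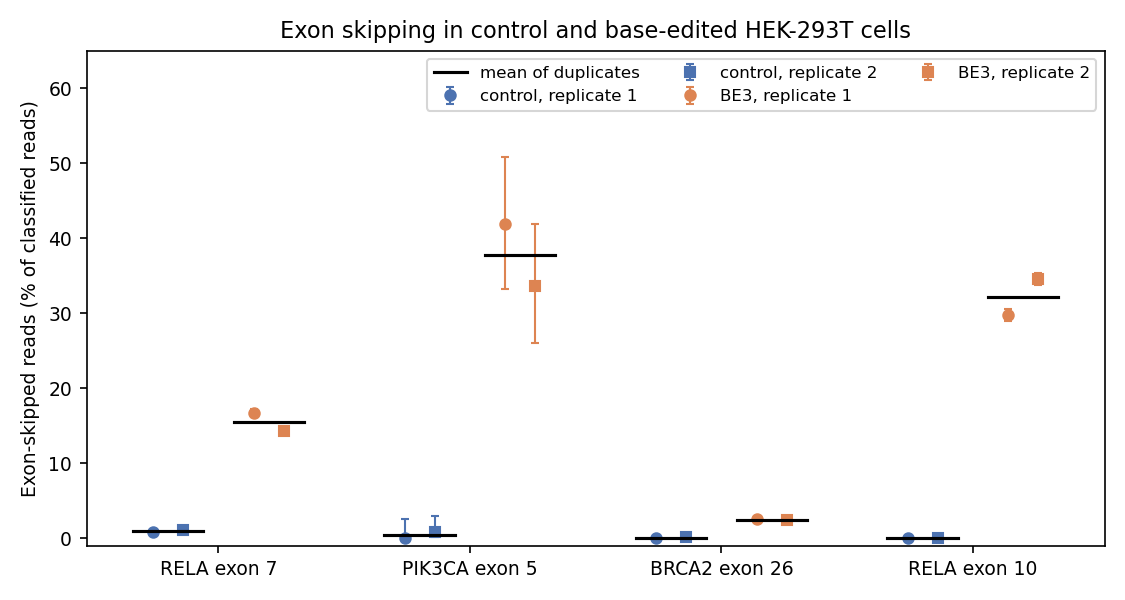
Skipping rate of each sample as a percentage of classified reads (vertical axis) for the 4 targets, with controls in blue, BE3 samples in orange, replicate 1 as circles and replicate 2 as squares; vertical bars are exact 95% confidence intervals from read counts and black lines are means of duplicates. Every BE3 sample lies above both controls of its target, and the intervals are widest at *PIK3CA* exon 5, where they run from 33.2% to 50.9% and from 26.0% to 41.8%.

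Duplicates differed by more than counting error in 2 of the 8 groups. The BE3 samples of *RELA* exon 7 were 2.43 points apart (Fisher's exact test, adjusted p = 1.53e-10) and those of *RELA* exon 10 were 4.81 points apart (Fisher's exact test, adjusted p = 5.48e-16). In the 7 groups with any skipped reads, the variation between duplicates was 17.9 times what binomial sampling gives. Dividing the Wald statistic by the square root of that factor left z at 18.0 for *RELA* exon 7, 2.97 for *PIK3CA* exon 5, 6.76 for *BRCA2* exon 26 and 26.7 for *RELA* exon 10. The factor came mostly from the BE3 groups of *RELA* exon 7 and *RELA* exon 10, whose chi-square statistics between duplicates were 43.8 and 69.7. In every other group the statistic was at most 4.41. The factor was applied to the *BRCA2* libraries and the shallow *PIK3CA* libraries as well. In the other 6 groups no difference between duplicates was detected after adjustment. Read totals differed between the duplicates of every group, and all were counted as separate samples.

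Over all 4 targets, with samples as units, BE3 samples exceeded controls by a mean of 21.6 points, and the exact two-sided permutation test within targets gave p = 0.00154, reached by 2 of 1296 splits and the smallest value this design can give. The correlation of same-numbered samples' deviations from the group means was -0.74 on the log odds scale over the 4 targets. With 2 samples per group, and with *RELA* exon 10 controls whose deviation comes only from the added 0.5 reads and their depth, this value cannot decide whether the numbers pair the samples. With the replicate number as a block, all 8 paired differences were positive, with the same mean of 21.6 points. The exact sign-flip test gave p = 0.00781, the smallest value it allows. Every BE3 sample lay above both controls of its target, so any pairing would give this p-value, and it adds no evidence for the pairing. The paired differences for replicates 1 and 2 were 15.8 and 13.2 points at *RELA* exon 7, 41.9 and 32.7 at *PIK3CA* exon 5, 2.53 and 2.31 at *BRCA2* exon 26, and 29.8 and 34.6 at *RELA* exon 10. With the numbers crossed they became 15.6 and 13.4, 41.0 and 33.6, 2.47 and 2.37, and again 29.8 and 34.6 points. The Cochran-Mantel-Haenszel test with replicate number as a block gave z = 73.3, 12.5, 28.0 and 107.4 for the 4 targets in the same order.

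The 4 targets were then compared with each other, after the mean control rate of each had been subtracted. They differed by more than duplicates did (exact permutation test, p = 0.0190, 2 of 105 pairings). The rates ranked *PIK3CA* exon 5, *RELA* exon 10, *RELA* exon 7 and *BRCA2* exon 26 from highest to lowest. The order of the first and second rests on shallow data and on the junction class. With the 5′ junction, the combined 95% interval of *PIK3CA* exon 5, from 32.0% to 43.4%, includes nearly all of that of *RELA* exon 10, from 31.9% to 33.0%. When reads with either junction were taken as canonical, the order was reversed, at 21.8% (18.3% to 25.8%) for *PIK3CA* exon 5 and 31.8% (31.3% to 32.4%) for *RELA* exon 10. Background in controls did not differ significantly among targets when rates were compared in percent (exact permutation test, p = 0.114), although it did on the log odds scale (exact permutation test, p = 0.0190).

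The skipping rate depends on which junction marks a read as canonical, and the table allows this to be compared. For *RELA* exon 7, 99.4% of the reads with either canonical junction had both, and the share was 98.5% for *RELA* exon 10 and 89.0% for *BRCA2* exon 26. For *PIK3CA* exon 5, only 5 of 981 such reads, 0.510%, had both. The combined BE3 rate of *RELA* exon 7 was 15.4% to 15.5% whether the 5′ junction, the 3′ junction, both or either was required. That of *RELA* exon 10 lay between 31.8% and 32.5% and that of *BRCA2* exon 26 between 2.23% and 2.50%. At *PIK3CA* exon 5, it was 37.54% with the 5′ junction, 33.6% with the 3′ junction, 35.4% with the mean of the 2 junctions, 21.8% with either junction and 96.3% with both. When both were required, the controls of *PIK3CA* exon 5 held 3 classified reads in all, of which 2 were skipped.

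**Figure D3:**
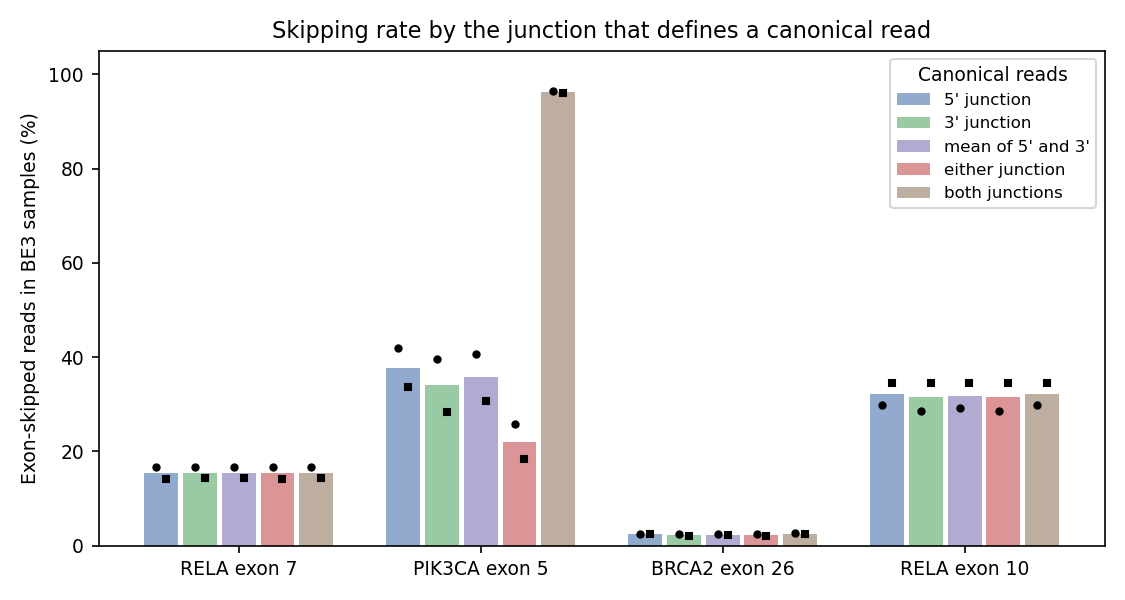
Skipping rate in BE3 samples (vertical axis, %) at the 4 targets, recomputed for 5 definitions of a canonical read; bars are means of duplicates, circles replicate 1 and squares replicate 2. The bars of *PIK3CA* exon 5 run from 22.1% with either junction to 96.3% with both, while those of *BRCA2* exon 26 run from 2.23% to 2.50%.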

Values the study reported

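The study reported exon skipping rates in mRNA of 15.46% for RELA exon 7, 37.54% for PIK3CA exon 5, 2.48% for BRCA2 exon 26 and 32.46% for RELA exon 10. In genomic DNA, it reported that the G of the splice acceptor was changed to A at rates of 6.26% for RELA exon 7, 26.38% for PIK3CA exon 5, 0.93% for BRCA2 exon 26 and 46.61% for RELA exon 10. The study also reported G>C and G>T editing events at PIK3CA, which the rate of 26.38% does not count.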

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

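The comparison among targets, with and without each target, was planned, and every other test in this part was chosen after its result had been seen.

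The rise in skipping above background was not the same size at the 4 targets (exact permutation test, p = 0.0190). The choice of junction does not account for this, since the p-value was 0.00952 when reads with either junction were taken as canonical. Low depth at *PIK3CA* exon 5 was weighed by leaving that target out. The exact permutation test on the other 3 targets gave p = 0.0667, the smallest that 3 pairs allow, so its p-value cannot decide the question. Their combined BE3 rates were nevertheless 2.48%, 15.46% and 32.46%, with duplicates at most 4.81 points apart. Low depth at *PIK3CA* exon 5 cannot separate targets other than itself, so these rates argue against it as the source of the differences among these 3. They do not bear on the place of *PIK3CA* exon 5 among the targets. Each target has its own guide and amplicon, and the editor differs between most of them, so a biological difference between exons may not be told apart from a difference between guides or PCR products, or between editors where these differ.

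In *RELA* exon 10 BE3 replicate 1, 538 of 8985 reads with the canonical 3′ junction, 5.99% (exact 95% interval 5.51% to 6.50%), lacked the canonical 5′ junction, although the controls showed 0.250% and 0.359% (Fisher's exact test against summed controls, adjusted p = 5.86e-247 over 16 such tests). The share in BE3 replicate 2 was 0.240%, below both controls, even though that sample had the higher skipping rate, which speaks against a change of splicing that accompanies editing in both cultures. Reads with the 5′ but not the 3′ junction made up 0.118% of the 5′ junction reads in the same library, so a general loss of single junctions from read pairs is not seen either. The ratio of 25.0 between the BE3 duplicates is above the largest ratio between control duplicates for this share, 1.44. However, 4 control ratios are too few to exclude variation between libraries. That of *PIK3CA* exon 5 comes from shares of 99.1% and 100%, which leave little room to vary. What these reads contain in place of the junction cannot be read from a table of counts. An event limited to this culture or this amplification is left as a hypothesis, and the choices within it (another acceptor, retention of the 92 bp intron, or a PCR product) were not tested.

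At *BRCA2* exon 26 the same share was raised in BE3 replicate 2, at 13.4% of 20022 reads with the 3′ junction (Fisher's exact test, adjusted p = 8.83e-29), against 11.0% and 9.33% in controls. BE3 replicate 1 lay below both controls at 7.82% (Fisher's exact test, adjusted p = 5.34e-19), so the BE3 samples fell on opposite sides of the controls, which speaks against a change of splicing that editing made in both cultures. The ratio of 1.71 between the BE3 duplicates is a little above 1.44, the largest of the 4 ratios between control duplicates for this share. The pattern cannot be told apart from variation between libraries. For reads with the 5′ but not the 3′ junction, the BE3 shares that passed adjustment lay below both controls. At *RELA* exon 7 they were 0.326% and 0.369% (Fisher's exact test, adjusted p = 0.00152 and 0.0103). The controls there, at 0.394% and 0.751%, were themselves far apart. *BRCA2* exon 26 BE3 replicate 2 showed 0.339% (Fisher's exact test, adjusted p = 7.55e-06), against 0.699% and 0.619% in controls.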

How the results depend on the processing

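Of 182 recomputed values, 79 were differences between BE3 and control samples, of 1 target or over all, and each of these stayed positive. The differences of single targets had 36 alternatives with a test of their own, and 35 stayed past the threshold of 0.05. The exact permutation test of single targets, which gave 0.333 for each, is not among these 36. Other ways of combining duplicates kept the test on summed reads and could not change its call.

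Requiring both canonical junctions, an alternative chosen after seeing the table, was the exception. It left *PIK3CA* exon 5 with a difference of 38.2 points that the Wald test of binomial proportions no longer separated from 0 (p = 0.278), because 5 canonical reads remained in the 4 samples. Counting either junction gave 21.4 points there, against 36.8 with the 5′ junction, and stayed past the threshold. Ways of combining duplicates changed a difference by little: summed reads gave 14.5, 36.9, 2.42 and 32.4 points and random effects gave 14.5, 36.9, 2.42 and 32.1 points for *RELA* exon 7, *PIK3CA* exon 5, *BRCA2* exon 26 and *RELA* exon 10. Fits that each left out one replicate ranged from 13.3 to 15.7 points, from 32.9 to 41.2, from 2.33 to 2.50 and from 29.8 to 34.6 in the same order, each fit leaving an arm with 1 sample and so no test. Pooling the variance in the test of binomial proportions, the form that the study's published p-values match, changed the p-value of *PIK3CA* exon 5 to 7.38e-37 and that of *BRCA2* exon 26 to 1.33e-172. Among the tests on the 5′ junction that take reads as units, allowing for the extra variation between duplicates moved it furthest, to a binomial p of 0.00300 at *PIK3CA* exon 5.

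The mean difference over targets was 16.4 to 28.0 points when a target was left out, and the exact permutation p was then 0.00926 each time, the smallest 3 targets allow. The comparison of skipping among targets lost significance without *RELA* exon 7 (exact permutation p = 0.133), *BRCA2* exon 26 (p = 0.133), *PIK3CA* exon 5 (p = 0.0667) or *RELA* exon 10 (p = 0.0667), but 3 pairs cannot go below 0.0667. The comparison of background gained it on the log odds scale (exact permutation p = 0.0190), where the 0 counts depend on the 0.5 reads that were added. The count of 2 groups with differing duplicates stayed at 2, with the same groups, when the 3′ junction, both or either was required, and was 3 with unadjusted p-values. For single rates, 6 other values moved by more than the SD of duplicates, at *PIK3CA* exon 5 or *BRCA2* exon 26 and under another junction definition. The *RELA* exon 10 controls have an SD of 0 and were judged against their upper exact bound of 0.0122% instead. Depth limits the background of *PIK3CA* exon 5, where the floor of 3 reads lay at 1.27% or more in each sample.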

Other observations

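The comparison of duplicates and the factor for their dispersion were planned. The other tests of explanations in this part were chosen after the results they bear on had been seen.

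The *PIK3CA* exon 5 rate is the one most exposed to how reads were counted. Its canonical reads carried the 5′ or the 3′ junction but almost never both (0.510% of 981 reads with either), although mates were counted as 1 unit. If those reads come from different molecules, the 5′ junction alone leaves out part of the canonical transcripts, and the rate with either junction, 21.8% (95% interval 18.3% to 25.8%), may be nearer to the share of skipped molecules than 37.54%. If reads cover each junction independently, as fragments would, the mean of the junctions is the fairer class, and the rate was 35.4%. The libraries were made without shearing, which speaks against such fragments, but the counts alone cannot decide between these. The exon is the longest of the 4 at 246 bp, and exon length near the read length is a candidate explanation for the missing pairs, but the share with both junctions was 98.5% at 75 bp, 99.4% at 105 bp and 89.0% at 147 bp, and a single long exon cannot establish a relation with length. The same property may bear on the low depth of this target, which was not tested.

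The amount of background differed between the amplicons of one gene. *RELA* exon 7 controls held 366 skipped reads among 38328, and *RELA* exon 10 controls held 0 among 30340. Reads of edited libraries assigned to control libraries at one rate for all targets would also appear in *RELA* exon 10 controls, whose edited libraries held 8645 skipped reads, against 5961 for *RELA* exon 7. The upper bound there was 0.0122%, far below 0.955%. The other explanation tested, an annotated transcript that joins exons 6 and 8, found 0 such transcripts among 26 of the gene. A low level of natural skipping of exon 7 and template switching during PCR remain as hypotheses, and neither was tested. Misassignment of reads at rates that differ between targets was not tested and is not excluded.

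Duplicates differed by more than counting error alone allows, with a dispersion of 17.9 over the 7 groups with skipped reads, controls included. This came mostly from 2 groups, the BE3 samples of *RELA* exon 7 and *RELA* exon 10. These 2 groups still differed when either junction was taken as canonical. They also differed when the 5′ junction, the 3′ junction or both were required. With either junction, the BE3 samples stood at 16.7% and 14.2% for *RELA* exon 7 and at 28.5% and 34.5% for *RELA* exon 10. A gap made by the choice of junction class would not persist under every class, so these rates argue against that explanation in these 2 groups. At least 93.9% of the canonical reads in each of their samples hold both junctions, and the counts change little with the class. The control groups and the *BRCA2* exon 26 and *PIK3CA* exon 5 BE3 groups showed no difference between duplicates after adjustment. Variation in transfection or in PCR could produce this, and the design, with 1 library per culture, has no means of separating them. The practical consequence is that p-values computed on reads overstate the certainty of these rates.

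In every *BRCA2* exon 26 sample, between 7.82% and 13.4% of reads with the 3′ junction lacked the 5′ junction, controls included, against at most 0.359% in the controls of *RELA* exons 7 and 10. Annotated transcripts with another exon start or upstream exon are a candidate explanation, since the annotation holds 2 such transcripts for *BRCA2* exon 26 and 0 for either *RELA* exon. One *BRCA2* transcript starts the exon at position 32396809 of chromosome 13 and another joins exon 26 to a different upstream exon. The annotation classes the former as a retained intron and the latter as subject to nonsense-mediated decay. Whether the PCR could amplify either was not tested. *PIK3CA* exon 5 has 1 transcript with another exon start, but nearly all of its reads show a single junction in both directions. A set of 4 targets is too small to test the relation.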
